# DSIF modulates RNA polymerase II occupancy according to template G + C content

**DOI:** 10.1093/nargab/lqac054

**Published:** 2022-07-27

**Authors:** Ning Deng, Yue Zhang, Zhihai Ma, Richard Lin, Tzu-Hao Cheng, Hua Tang, Michael P Snyder, Stanley N Cohen

## Abstract

The DSIF complex comprising the Supt4h and Supt5h transcription elongation proteins clamps RNA polymerase II (RNAPII) onto DNA templates, facilitating polymerase processivity. Lowering DSIF components can differentially decrease expression of alleles containing nucleotide repeat expansions, suggesting that RNAPII transit through repeat expansions is dependent on DSIF functions. To globally identify sequence features that affect dependence of the polymerase on DSIF in human cells, we used ultra-deep ChIP-seq analysis and RNA-seq to investigate and quantify the genome-wide effects of Supt4h loss on template occupancy and transcript production. Our results indicate that RNAPII dependence on Supt4h varies according to G + C content. Effects of DSIF knockdown were prominent during transcription of sequences high in G + C but minimal for sequences low in G + C and were particularly evident for G + C-rich segments of long genes. Reanalysis of previously published ChIP-seq data obtained from mouse cells showed similar effects of template G + C composition on Supt5h actions. Our evidence that DSIF dependency varies globally in different template regions according to template sequence composition suggests that G + C content may have a role in the selectivity of Supt4h knockdown and Supt5h knockdown during transcription of gene alleles containing expansions of G + C-rich repeats.

## INTRODUCTION

The ability of RNA polymerase II (RNAPII) to initiate transcription of eukaryotic genes and to remain attached to the DNA template during transcript elongation is a highly regulated process (1). Elongation of transcripts is dependent in part on a protein complex called DSIF (5,6-dichloro-1-β-d-ribofuranosylbenzimidazole sensitivity-inducing factor (2,3)), which is formed in mammalian cells by interaction of the Supt4h and Supt5h proteins (4–6). The DSIF complex tightly associates with the phosphorylated carboxy terminal domain of the transcript-elongating form of RNAPII (RNAPII-S2) (7–11) to close a structural cleft in the RNAPII active center. Such closure has been proposed to clamp the multicomponent RNAPII complex onto DNA, reducing RNAPII dissociation from the template and imparting processivity to the polymerase (12,13).

Supt4h and Supt5h and their orthologs have been shown to have multiple biological and biochemical roles beyond the clamping of RNAPII onto DNA templates during transcription elongation, including events that occur during initiation (14) or termination (15) of transcription. Reduction of the Supt4h or Supt5h concentration by an amount that only marginally alters overall transcript production can prominently affect the ability of RNAPII to proceed through DNA regions containing expanded nucleotide repeats, and dependence on Supt4h or Supt5h for efficient transcript production has been observed for mutated alleles of the *HTT* gene (16–19), the orf72 locus on human chromosome 9 (i.e. *C9orf72* (20,21)) and the *NOP56* gene (22)—which are associated respectively with Huntington's Disease, amyotrophic lateral sclerosis and frontotemporal dementia, and SCA36 type ataxia. To better understand the role of template sequence in determining RNAPII reliance on DSIF, we globally investigated and quantified the effects of Supt4h or Supt5h reduction on template occupancy and transcript production by the polymerase.

## MATERIALS AND METHODS

### Supt4h reduction in iPSCs and NPCs

A lentivirus construct carrying human Supt4h shRNA (clone ID: TRCN0000019645 from Dharmacon having the antisense sequence TTAAAGTTACTGACTCGCTGC) and a gene encoding resistance to the antibiotic puromycin was introduced into the iPSC cell line GM23225 (Coriell Institute). Puromycin was used to select cells that acquired the construct. Knock-down of Supt4h in iPSCs and NPCs was confirmed by western blotting (Supplementary Figure S1A). Knock-down of Supt4h in neural progenitor cells (NPCs) for mRNA was additionally confirmed by RNA-seq analysis (Supplementary Table S2).

### iPSC differentiation to NPCs

As described (23), iPSCs were disaggregated from feeder-free cultures using Accutase (Innovative Cell Technologies), and seeded on Matrigel (Corning)-coated plates or on cover slips for staining. The cells were induced to differentiate into neuron progenitor cells in KSR medium (23) comprised of 15% KnockOut Serum Replacement (ThermoFisher Scientific), 1% GlutaMAX, 1% Non-Essential Amino Acids Solution, 1% Gibco™ 2-Mercaptoethanol, 10 μM SB431542 and 500 ng/ml Noggin in KnockOut DMEM (ThermoFisher Scientific). Medium was changed daily for 7 days. Differentiated cells were stained with Pax6 antibody (Stemgent) and Oct4 antibody (Abcam), or collected for RNA-seq and ChIP-seq.

### RNA-seq

Total RNA was extracted using RNeasy kit (Qiagen) according to the manufacturer's instructions. ScriptSeq v2 RNA-seq kit (Epicenter) was used following the manufacturer's instructions. The workflow included rRNA removal (RiboZero technology) followed by RNA fragmentation and ligation-free cDNA synthesis for preparing directional RNA-seq libraries. The amplified libraries were further purified by gel excision and extraction and were analyzed using an Illumina HiSeq 2000 sequencer.

### ChIP-seq analysis

DNA occupancy by RNAPII-S2 was evaluated by ChIP-seq analysis. Human ChIP-seq samples (Supplementary Table S1) produced an average of 378 million 101 bp long paired-end reads. Fastqc (version 0.11.4) was used for assessment of sequence quality. Skewer version 0.2.1 was used to trim adaptor sequences. Reads after adaptor trimming were then aligned to the human (hg19) genome using BWA version 0.7.10. An average of 95% of the reads shared alignment with the reference genome. The transcription start site (TSS) and transcription termination site (TTS) for each gene at the isoform level were defined by RefFlat for hg19 (downloaded from UCSC). Accumulated reads for each gene were assigned according to the most abundant isoform defined in the corresponding untreated RNA-seq sample from GM23225 NPC, as determined by FeatureCount (24,25) version 1.4.6. Read coverage change for each gene was further calculated by DEseq2 version 1.10.1 for these two conditions (UNT and Supt4h-KD) in GM23225 NPC cell lines. Previously published data for RNAPII-S2 ChIP-seq analysis in mouse cells (GEO accession number: GSE106313) were similarly analyzed but mapped instead to the murine genome (mm9).

The procedure used was as previously described (26) with minor modifications. 2 × 10^7^ cells were collected and incubated in 1% formaldehyde for 10 min at room temperature and then quenched by addition of 125mM Glycine. Nuclear lysates were prepared by sonication using a Branson 250 Sonifier. Clarified lysates were treated overnight at 4°C with 5 μg anti-pol II CTD repeat YSPTSPS (phosphor S2) (Abcam ab5095) antibody. Protein–DNA complexes were captured on Protein A/G agarose beads (EMD Millipore) and eluted in 1% SDS TE buffer at 65°C. Following cross-link reversal and purification, ChIP DNA sequencing libraries were prepared according to Illumina DNA sample kit instructions (Illumina). Libraries were sequenced on an Illumina HiSeq 4000 instrument. The experiments were done in two biological replicates (Supplementary Figure S7). More than 300 million reads 101 bp in length were obtained from each library in order to facilitate accurate quantification of RNAPII-S2 occupancy.

### Bioinformatics methods

An average of 59 million 101 bp long paired-end reads was obtained from each human RNA-seq sample (Supplementary Table S2). Fastqc (version 0.11.4) was used for assessment of sequencing quality. Reads were aligned to the Human (hg19) genome using STAR (27) version 2.5.1b and splice junctions were defined in a GTF file (obtained from U.C. Santa Cruz (UCSC) for hg19). An average of 80% of reads were found to align with sequences in the reference genome. Gene expression was determined by calculating reads per kilobase per million aligned reads (FPKM) as well as raw count using RSEM (28) (version 1.2.30). Changes in gene expression associated with knockdown of Supt4h in GM23225 NPC were quantified as fold change (UNT and Supt4h-KD) and calculated by DEseq2 (29) (version 1.10.1).

Mouse RNA-seq (GEO accession number: GSE33497) samples (Supplementary Table S3) had an average of 88 million 101 bp long paired-end reads. Fastqc (version 0.11.4) was used for assessment of sequencing quality. Reads were then aligned to the mouse (mm9) transcriptome with gene annotation being defined in a GTF file (obtained from UCSC for mm9). An average of 75% of reads aligned to the reference sequence. Gene expression was determined by calculating reads per kilobase per million aligned reads (FPKM) as well as by raw count using RSEM (version 1.2.30). Gene expression changes were further calculated using DEseq2 version 1.10.1 for these two conditions (UNT and Supt4h-KD). *P*-value was calculated using Student's *t* test: two-sample assuming equal variances two tails. The Pearson correlation coefficient (*r*) was calculated by PEARSON function of Microsoft Excel to reflect the extent of a linear relationship between data sets.

Gene lengths were defined as the number of nucleotides from the TSS to TTS, including introns. To increase precision in the identification of short template segments occupied by RNAPII-S2, >300 million reads, each ∼100 bp in length, were sequenced for each sample (Supplementary Table S1), producing a total read count that is about 10-fold greater than the number normally obtained in ChIP-seq analysis (30).

### Determination of G + C content

For each gene, we determined the G + C content in the most abundant isoform as defined using a corresponding RNA-seq control sample. A 100 bp sliding window was used to scan the gene body, including exon and intron, from TSS to TTS. We calculated the average G + C% for each sliding window along the gene for heatmap visualization. We also calculated the average G + C% for the whole gene body, excluding the first 1kb after TSS, which for virtually all genes contained a promoter region high in G + C, to represent overall G + C content of the gene.

### Determination of ESKOR

RNAPII-S2 ChIP-seq fragments per kilobase of transcript per million fragments mapped (FPKM) was calculated from the ChIP-seq read count and normalized according to whole gene body length, using procedures employed for RNA-seq FPKM calculations. Genes were chosen for further analysis based on the following criteria: (i) a gene body length (from TSS to TTS including introns) no longer than 5 kb; (ii) RNAPII-S2 ChIP-seq FPKM measurements >0.5 and (iii) transcription of these genes to an extent that resulted in their inclusion also in the RNA-seq list. ESKOR (Effect of Supt4h Knockdown on Occupancy by RNA polymerase) was calculated as log_2_(ChIP-seq_FPKM_Supt4h KD/ChIP-seq_FPKM_UNT). ESKOR value can be either positive or negative. Zero ESKOR represents no difference. Positive ESKOR means more RNAPII occupancy in Supt4_KD than untreated, and vice versa.

## RESULTS

### G + C content of template affects DNA occupancy by RNAPII-S2

Earlier work indicates that knockdown of components of the DSIF complex differentially reduces expression in neural cells of mutant genes containing expanded nucleotide repeats (16–18,21,22). In the experiments reported here, neuron progenitor cells (NPCs) were produced by differentiation of induced human pluripotent stem cells (iPSCs) (23). At the neuron progenitor stage of differentiation, the cells express certain characteristics of neurons but retain the capacity to reproduce in culture (23).

Approximately 30% knockdown of Supt4h in the iPSCs used to generate NPCs was achieved using transfection with shRNA (Materials and Methods) and confirmed by Western blotting (Supplementary Figure S1A). Previous studies have shown that phosphorylation of Serine-2 residues on the RNAPII C-terminal region (CTR) on Supt5 effectively triggers elongation of nascent transcripts (31,32). Staining of *Drosophila* polytene chromosomes indicates that Spt5 co-localizes with the elongating Ser2-phosphorylated form of RNAPII (i.e. RNAPII-S2 (7,8)). We thus used antibody against RNAPII-S2 (Abcam, ab5095) (33) during ChIP-seq analysis, to investigate the effects of DSIF knockdown on DNA occupancy by the polymerase. 

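RNAPII-S2 ChIP-seq was done in NPCs derived from GM23225, an established human iPSC line, collected after 7 days of neural induction. There were 2 libraries from untreated cells and 2 from cells with stable Supt4h knockdown (Supt4h-KD), and each condition had a replicate 1 and a replicate 2. The paper's supplement names a single knockdown clone of NPCs for ChIP-seq. Other differences between this clone and untreated cells could therefore not be separated from the knockdown in any comparison of the conditions. Cells were fixed in 1% formaldehyde, and chromatin was precipitated with 5 μg of antibody. The authors trimmed adaptors, aligned the reads to hg19 and counted reads on each gene body, from TSS to TTS with introns, of the most abundant isoform. The deposited values are these raw counts for 26364 genes, without normalization. They were deposited under a name with Pol2S1, while the library labels and the paper name RNAPII-S2, and were taken as RNAPII-S2. The counts on genes summed to 173164115 and 167110945 in untreated replicates 1 and 2, and to 159727426 and 164862063 in Supt4h-KD replicates 1 and 2. The paper's Supplementary Table S1 lists 367549175 raw reads for the untreated condition and 388916388 for the Supt4h-KD condition, while all values given here use the counts on genes. The 100 genes with the most counts took between 6.98% and 7.34% of the counts of a library. The counts were checked only for one library deposited under both replicate numbers, and the chi-square per degree of freedom across genes was 29.45 for the untreated pair and 7.204 for the Supt4h-KD pair. SUPT4H1, the gene that encodes Supt4h, lies on chromosome 17 of GRCh37 (hg19) from 56422539 to 56429562 on the minus strand. It had 0 counts in all 4 libraries, where 3 counts would have been an FPKM between 0.00247 and 0.00267. Such a floor covers counting error only, since reads are not independent molecules. The gene body of SUPT4H1 is covered to 100% by other listed genes, and the knockdown could not be checked in these counts. Counts on the gene would in any case measure RNAPII-S2 there, and not the RNA or protein in which the paper measured the knockdown. Gene-body length and G + C content were taken from the canonical transcript of each gene, which was found for 21727 of the 26364 genes, holding 94.7% of all counts. FPKM was computed per library from the count, the gene-body length and the library's total counts on genes. The choices that could change the numbers include the filters on FPKM and gene length, the isoform used as the gene body, the test with its block or correction for G + C content, and the libraries used.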

Occupancy of the template by RNAPII-S2 results in protection of, and therefore read counts for, specific genome sequences (34). Read counts for protected sequences were quantified by their frequency of identification relative to total read counts (i.e. fragments per kilobase of transcript per million assignable mapped reads; FPKM), as normalized for gene length (35). 

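Of the genes matched to the annotation, 17822 had a gene body of at least 5 kb. Mean FPKM was above 0.5 in both conditions for 17972 genes of any length, and 14912 genes met both criteria. Among these 14912 genes, 14002 were protein-coding. The median count of these genes was between 4765 and 5230.5 in the 4 libraries. A further 248 genes of at least 5 kb passed the FPKM minimum only in Supt4h-KD cells and 49 only in untreated cells. The paper also required that a gene be in its RNA-seq list, a step that was not repeated here. Raising the FPKM minimum to 1 left 5871 genes.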

8779 genes having FPKM values >0.5 were included in our analysis, as indicated in Materials and Methods.

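Across the filtered genes, FPKM rose with G + C content in each library. The linear slope was 0.0332 FPKM per percent G + C in untreated replicate 1 and 0.0457 in untreated replicate 2. In Supt4h-KD cells it was 0.0276 in replicate 1 and 0.0287 in replicate 2. Pearson's r between FPKM and G + C content across genes was 0.364 and 0.457 in the untreated libraries and 0.283 and 0.315 in the Supt4h-KD libraries. Genes are not independent replicates, so no p-value is given for these relations. Mean FPKM in untreated replicate 1 was 0.814 for the 3972 genes with 35 to 40% G + C and 1.49 for the 1226 genes with 55 to 60% G + C. In Supt4h-KD replicate 1 the means of the same genes were 0.842 and 1.40. The alternative that changed these slopes most was an FPKM minimum of 1, with which the slope was 0.00931 in untreated cells and -0.00620 in Supt4h-KD cells.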

As shown in Figure 1A, RNAPII-S2 ChIP-seq FPKM values differed according to the G + C content of the template segment being transcribed: on a genome-wide basis, template occupancy by RNAPII-S2 increased G + C content both in the presence and absence of DSIF complex. However, the slopes of the two Supt4h + and Supt4h- knockdown plots differed, and the effect of knockdown was greater on reads that were higher in G + C content. The linear trendline slope dropped 35% (from 0.0502 to 0.0328) after Supt4h was knocked down (Figure 1A).

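Averaged over replicates, the slope was 0.0394 ± 0.00881 FPKM per percent G + C (SD, n = 2) in untreated cells and 0.0282 ± 0.000764 (SD, n = 2) in Supt4h-KD cells, so that it fell by 28.5%. Both Supt4h-KD libraries had a lower slope than both untreated libraries. The exact two-sided permutation test gave p = 0.333, the smallest p that 2 libraries against 2 allow. The slope fell by 16.7% between the replicate 1 libraries and by 37.1% between the replicate 2 libraries. With the replicate number as a block, the mean change was -26.9% (SD 14.4, n = 2 pairs). With the replicate numbers crossed, a pairing chosen after the data were seen, it was -26.5%.

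**Figure D1:**
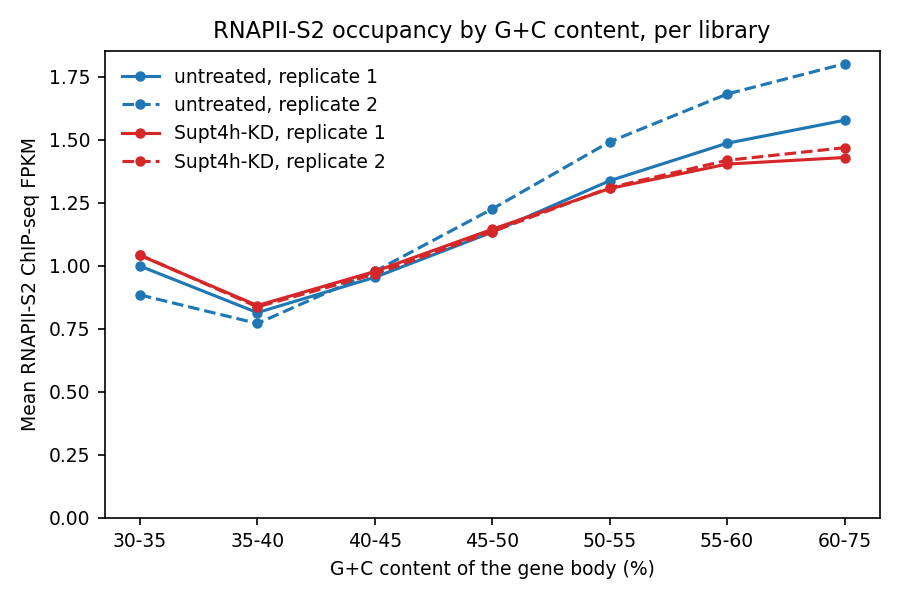
Mean RNAPII-S2 ChIP-seq FPKM (y-axis) of the filtered genes in ranges of G + C content (x-axis, percent), with a line for each of the 4 libraries. In the genes with 60 to 75% G + C, mean FPKM was 1.58 and 1.80 in the untreated libraries and 1.43 and 1.47 in the Supt4h-KD libraries.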

**Figure 1.**
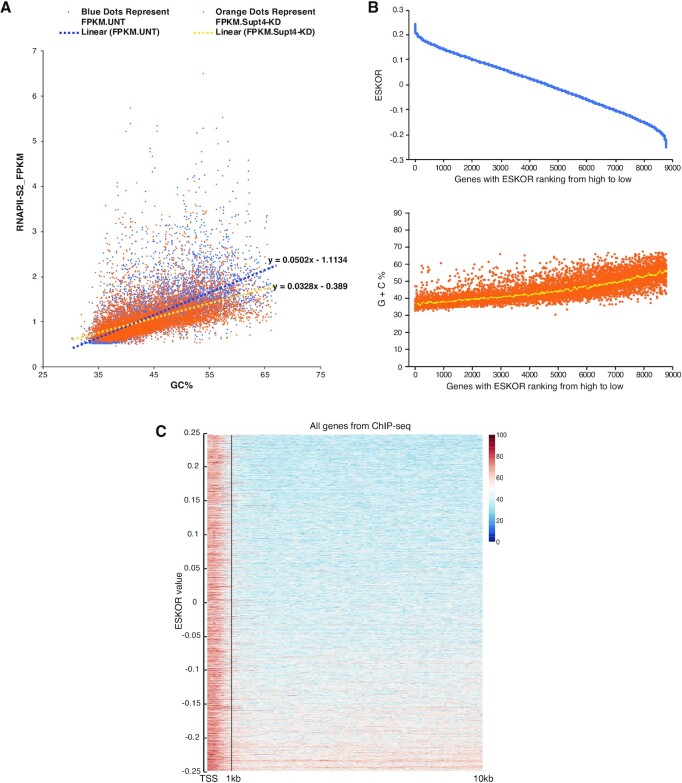
Effects of Supt4h reduction on DNA occupancy by elongating RNAPII are associated with G + C content of template. (**A**) DNA occupancy by elongating RNAPII was quantified by FPKM using ChIP-seq RNAPII-S2 data. RNAPII-S2 ChIP-seq FPKM (y-axis) of all 8779 genes with ChIP-seq FPKM > 0.5 were plotted with their G + C content (x-axis). Linear trendlines were added for Untreated (UNT) and Supt4h knockdown (Supt4-KD) conditions via Microsoft Excel. The equation of the trendline was displayed at the end of each trendline. (**B**) The effects of Supt4h reduction on DNA occupancy by elongating RNAPII were expressed as ESKOR values. Genes in which the calculated FPKM was >0.5 (8779 genes in total) were sorted according to their ESKOR value (y-axis) from high to low (upper panel). Using the same gene ranking (i.e. same x-axis as the upper panel), each gene's G + C content was plotted on the y-axis in the lower panel. The yellow dots represent the moving average of 100 neighboring genes (lower panel). (**C**) Heatmap analysis of G + C distribution in the first 10 kb of genes, sorted from high ESKOR to low ESKOR. Genes shorter than 10 kb were not included in the analysis. The first 10 kb of the gene body, including exons and introns, was scanned using a 100 bp sliding window starting at the TSS. The average G + C% for each sliding window was calculated along the gene for heatmap plotting. The G + C% is displayed by differing color as indicated.

The relationship between G + C content and effects of Supt4h knockdown on template occupancy by RNA polymerase was investigated further using a parameter we defined as ESKOR (Effect of Supt4h Knockdown On RNA polymerase occupancy). ESKOR values were defined as the log ratio of FPKMs obtained from Supt4h knockdown (KD) versus untreated (UNT) NPC cells: log_2_(RNAPII-S2 ChIP-seq_FPKM_KD/RNAPII-S2 ChIP-seq_FPKM_UNT). 

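Counts of the Supt4h-KD and untreated libraries were compared for 22562 genes with edgeR's quasi-likelihood test. The Benjamini-Hochberg adjusted p was under 0.05 for 516 genes, 298 of them with higher and 218 with lower RNAPII-S2 occupancy in Supt4h-KD cells. When the replicate number was added as a block, 1830 genes passed the same threshold, 906 higher and 924 lower, including all 516. Deviations of same-numbered libraries from their condition means had a correlation across genes of -0.0267, and of -0.164 after adjustment for G + C content. With the replicate numbers crossed in the block, 1793 genes passed. Of the 516 genes, 195 higher and 172 lower genes were among the filtered genes, and all of these changed in the same direction in both replicate pairs. The genes were called on the same 4 libraries, which favours such agreement, so it is not independent replication. Median G + C content of these called genes was 39.6% for the higher genes and 56.6% for the lower genes, against 43.9% for all filtered genes. Apart from the genes with the highest and the lowest ESKOR, the largest changes among them were in PAX3, ZFHX4, RGS16 and SMOC1. PAX3 (chromosome 2 of GRCh37, 223064606 to 223163717) had a log2 fold change of 0.86 (standard error 0.08, adjusted p = 0.000324 from edgeR's quasi-likelihood test). ZFHX4 (chromosome 8, 77593482 to 77779517) had a log2 fold change of 0.82 (standard error 0.08, adjusted p = 0.000396 from the same edgeR test). RGS16 (chromosome 1, 182567758 to 182573524) had a log2 fold change of -0.75 (standard error 0.08, adjusted p = 0.000527 from edgeR). SMOC1 (chromosome 14, 70346133 to 70499083) had a log2 fold change of -0.73 (standard error 0.07, adjusted p = 0.000422 from edgeR).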

Altered template occupancy resulted in ESKOR values deviating from zero (Figure 1B). Overall, Supt4h production was reduced to ∼30% of the initial protein concentration (western blot quantification in Supplementary Figure S1A). RNA-seq showed Supt4h mRNA at 18% of its initial concentration (FPKM = 66.78 to 12.05 in Supplementary Table S2) resulted in a small percentage change in ESKOR (log_2_ differences of –0.25 to +0.24, indicating –16% to +18% shift from the baseline) (Figure 1B, upper panel) was observed under these conditions.

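In the RNAPII-S2 ChIP-seq data, ESKOR ranged from -0.84 to 1.12 across the filtered genes, with a median of -0.027. With total counts on genes as library size, it was above 0 for 6217 genes and below 0 for 8695 genes. With TMM effective library sizes it was above 0 for 7480 genes and below 0 for 7397 genes, with a median of 0.00075. With total counts, 67.9% of genes had the same direction in both replicate pairs. ARRDC3, on chromosome 5 of GRCh37 from 90664448 to 90679134, had the highest ESKOR. Its FPKM was 0.899 ± 0.100 (SD, n = 2) in untreated cells and 1.95 ± 0.191 (SD, n = 2) in Supt4h-KD cells (adjusted p = 0.000216, edgeR's quasi-likelihood test), and 20.2% of its gene body is covered by other listed genes. CTSF, on chromosome 11 from 66330935 to 66336077, had the lowest ESKOR. Its FPKM was 2.53 and 4.02 in the untreated libraries and 1.89 and 1.78 in the Supt4h-KD libraries (adjusted p = 0.0190 from edgeR), and its adjusted p was 0.114 with DESeq2. Without an FPKM minimum the range was widest, from -2.08 to 2.53.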

Global correlations between the effect of Supt4h knockdown on template occupancy (i.e. ESKOR) and template sequence were examined. When chromosomal genes were ranked from high to low according to ESKOR (Figure 1B, upper panel), and the percent of G + C nucleotides (36) for each gene was plotted (Figure 1B, lower panel and Supplementary Figure S1B), the ESKOR value was seen to vary with G + C content (Pearson correlation coefficient *r* = –0.78). 

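Across the filtered genes, Pearson's r between ESKOR and G + C content was -0.683, with a slope of -0.0133 on the log2 scale per percent G + C. Genes are not independent replicates, and the spread between libraries was taken from the replicate pairs. Computed within replicate pairs, r was -0.387 in pair 1 and -0.766 in pair 2. When the replicate numbers were crossed, r was -0.772 for Supt4h-KD replicate 1 over untreated replicate 2 and -0.366 for Supt4h-KD replicate 2 over untreated replicate 1. The log2 FPKM ratio of untreated replicate 2 over untreated replicate 1 had an r of 0.769 with G + C content, and that of Supt4h-KD replicate 2 over replicate 1 had an r of 0.145. Median ESKOR was 0.073 in genes with less than 40% G + C and -0.16 in genes with more than 50%. The paper states that the slopes of FPKM on G + C content differed, that the effect of knockdown was greater on reads of higher G + C content, and that ESKOR varied with G + C content.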

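G + C content was computed in 100 bp windows over the first 10 kb of the 12516 filtered genes of at least 10 kb, which were divided by ESKOR into 5 groups of equal size. From 1 to 10 kb after the TSS, mean G + C content was 52.2% in the group with the lowest ESKOR, then 46.6%, 43.2% and 41.1%, and 39.4% in the group with the highest ESKOR. In the first 1 kb the means were 63.3%, 59.3%, 56.9%, 55.8% and 56.1% in the same order. Across genes, r between ESKOR and G + C content was -0.659 from 1 to 10 kb and -0.246 in the first 1 kb. For single windows from 1 to 10 kb it lay between -0.308 and -0.403.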

Consistent with this correlation were the results of heatmap analysis of G + C content in 100bp sliding windows (Figure 1C) that extended in each gene from the TSS through the first 10 kb segment of genes.

To further understand genome sequence characteristics that affect ESKOR, we investigated additional correlations among the 8779 genes studied, (Supplementary Figure S2). Our analysis evaluated the frequency of the single nucleotides G and C in DNA regions where occupancy of the template by RNAPII is differentially affected by Supt4h. G and C percentages on the template strand showed high correlations with ESKOR, suggesting that dependency of RNAPII on Supt4h is affected similarly by these individual nucleotides. 

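Percentages of each nucleotide were computed on the coding strand of the gene body, of which the template strand is the complement. Across genes, r with ESKOR was -0.675 for C and -0.649 for G. For A it was 0.632 and for T 0.651. In replicate pair 1, r was -0.396 for C and -0.353 for G, and in replicate pair 2 it was -0.746 and -0.738. The difference between C and G was thus smaller than the difference between replicate pairs. The percentages of G and C were themselves correlated across genes (r = 0.878).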

Notably, correlation between ESKOR and the dinucleotide sequence CpG, which commonly is a target for DNA methylation and alteration of nucleosome structure (37)—and which also has been reported to affect pausing by the RNA polymerase (38)—was no greater than correlation with GpC (Supplementary Figure S2C, D).

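The median gene body had 1.20% CpG and 4.85% GpC dinucleotides. Across genes, r with ESKOR was -0.544 for CpG and -0.670 for GpC. The r for CpG was -0.329 in replicate pair 1 and -0.594 in pair 2, and that for GpC was -0.384 and -0.747, so CpG was the weaker of the pair in both. The correlation with G + C content was 0.842 for CpG and 0.976 for GpC. With G + C content held constant, the partial r with ESKOR was 0.080 for CpG and -0.018 for GpC.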

To learn whether the effects of Supt4h reduction vary within genes according to the G + C content of the template segment being transcribed, we computationally divided each gene into 500 bp segments and determined RNAPII DNA occupancy for each gene's highest G + C segment and lowest G + C segment. The read counts from the highest G + C segment from each of the 8779 genes analyzed were combined and averaged (Figure 2). Read counts from the lowest G + C segments of the same 8779 genes were similarly combined and averaged (Figure 2). Analysis showed that even prior to Supt4h knockdown, the highest G + C segments had greater template occupancy by RNAPII-S2 than the lowest G + C segments—as reflected by a 3.4-fold greater average read count (Figure 2, untreated samples). Supt4h knockdown reduced RNAPII occupancy of the highest G + C segments by approximately 13.5% (from 0.106 to 0.092 average read count per million mapped reads, *P* = 1.68 × 10^−23^), while read counts from the lowest G + C segments were barely affected by Supt4h knockdown (*P* = 0.48) (Figure 2).

**Figure 2.**
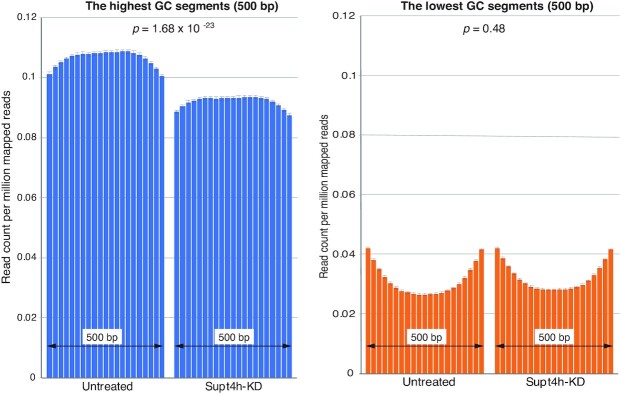
Comparison of the effects of Supt4h knockdown on high G + C and low G + C regions. Each of the 8779 genes identified in this analysis was computationally divided into segments of 500 bp in length, starting at a location 1 kb 3′ from the TSS. Segments having highest G + C and lowest G + C content of each gene were chosen, and read counts per million mapped reads were determined in the presence or absence of Supt4h knockdown. Read counts for these 500 bp segments were further divided into 25 bp bins and plotted (y-axis). The bars indicate the mean of the read count per million mapped reads, as determined by ChIP-seq analysis. The error bar represents the standard error of the mean.

### Relationship between ESKOR and transcript length

Transcript length and the location of a template sequence within genes also affected the extent of polymerase dependency on Supt4h to maintain its occupancy of the template. 

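The 2000 genes with the highest ESKOR all had values of at least 0.108, with a median of 0.16, and the 2000 genes with the lowest had values of at most -0.177, with a median of -0.23. Median G + C content was 38.1% (interquartile range 36.4 to 40.7%) in the highest group and 54.9% (52.0 to 58.2%) in the lowest. Median gene length was 31.0 kb and 16.9 kb. In the lowest group, mean FPKM was 1.35 and 1.52 in the untreated libraries and 1.19 and 1.21 in the Supt4h-KD libraries. In the highest group it was 1.02 and 1.01 in the untreated libraries and 1.19 and 1.15 in the Supt4h-KD libraries. Because the groups were chosen on ESKOR, they were also chosen in one replicate pair and measured in the other. Groups chosen in pair 1 differed in median ESKOR by 0.36 in pair 1 and by 0.34 in pair 2. Groups chosen in pair 2 differed by 0.52 in pair 2 and by 0.21 in pair 1. The 2 choices shared 772 of the highest and 994 of the lowest genes. Positions along the gene body were not analysed here.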

We determined this globally by examining the polarity of ESKOR values in 2000 genes showing the highest ESKOR values and 2000 genes showing the lowest ESKOR. ChIP-seq reads in each of these two groups were plotted across the whole gene body—from 1000 bp 5′ to the TSS to 1000 bp 3′ to the TTS (Figure 3). The results showed progressive reduction of RNAPII-S2 occupancy from TSS to TTS in genes showing low ESKOR values, but not in high ESKOR genes. However, RNA transcription was not substantially different (Supplementary Figure S3). As ESKOR values correlated inversely with G + C content (Figure 1), these data suggest that globally, continuing dissociation of RNAPII-S2 from high G + C templates occurs when DSIF clamping function is impaired, and consequently that RNAPII dependence on DSIF to prevent dissociation from G + C-rich template sequences increases with gene length. Screenshot examples of data from separate experiments for two high G + C content genes and two low G + C genes that illustrate progressive reduction of RNAPII-S2 occupancy from TSS to TTS are shown in Supplementary Figure S4.

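Over the whole gene body, PLEKHG4B (chromosome 5 of GRCh37, 92283 to 190081, 49.0% G + C) had an ESKOR of -0.39, with -0.19 in replicate pair 1 and -0.57 in pair 2 (adjusted p = 0.0402, edgeR's quasi-likelihood test). DNMT3B (chromosome 20, 31350191 to 31397162, 48.9% G + C) also had an ESKOR of -0.39, with -0.25 and -0.51 in the pairs (adjusted p = 0.0236 from edgeR). EPM2AIP1 (chromosome 3, 37026534 to 37034622, 36.1% G + C) had an ESKOR of 0.27, with 0.21 and 0.33 in the pairs (adjusted p = 0.0630 from edgeR). CREBZF (chromosome 11, 85369034 to 85376173, 34.3% G + C) had an ESKOR of 0.21, with 0.11 and 0.32 in the pairs (adjusted p = 0.130 from edgeR). For EPM2AIP1 the adjusted p was 0.0347 with DESeq2, 0.0146 with a replicate block in edgeR, 0.0106 with the crossed block and 0.0350 when edgeR was run on the filtered genes, and it ranged up to 0.150 over the alternatives. For CREBZF it was 0.0478 with the crossed block in edgeR, a pairing chosen after the data were seen, and ranged from there to 0.565 over the alternatives. With a loess correction for G + C content and no block, the log2 fold change in edgeR went from 0.298 to 0.165 for EPM2AIP1. For CREBZF it went from 0.238 to 0.082. The same correction moved PLEKHG4B from -0.359 to -0.309 and DNMT3B from -0.358 to -0.310. From the inverse correlation of ESKOR with G + C content and the reads along gene bodies in Figure 3, the paper proposes that RNAPII-S2 continues to dissociate from high G + C templates when the clamping function of DSIF is impaired.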

**Figure 3.**
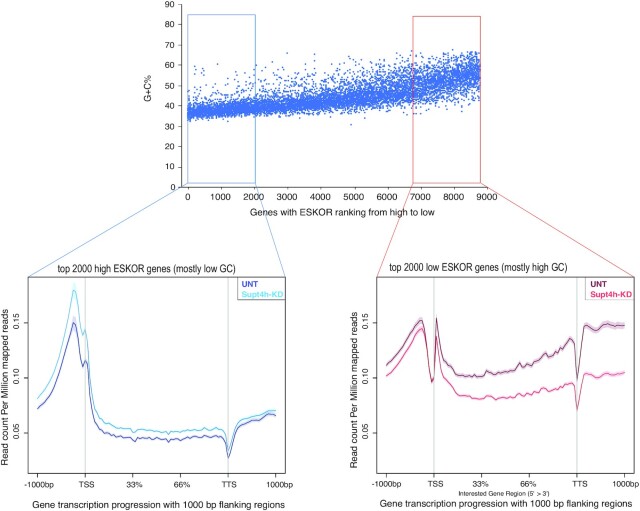
Comparison of the effects of Supt4h reduction on RNAPII-S2 occupancy of high ESKOR genes versus low ESKOR genes. 8779 genes having FPKMs >0.5 were sorted according to their ESKOR value (y-axis), and the 2000 highest ESKOR genes and 2000 lowest ESKOR genes were selected. For each of these genes, the gene body was divided, independently of gene length, into 100 bins. The normalized and aggregated read counts from the 100 bins for the gene bodies of each of the 2000 genes are shown for untreated cells and cells in which Supt4h has been knocked down in ngs.plot (62). Data for 1000 bp regions flanking each gene body are also shown to indicate read counts in promoter regions 5′ to transcription start sites and read counts for regions 3′ to transcription termination sites.

Sorting genes into four groups according to their length (Figure 4A), we divided genes of each group according to their G + C content. Genes having a G + C content between 45% and 60% were assigned to one of three groups (45–50%, 50–55%, 55–60%) (Figure 4B). The ESKOR value distributions among genes having a similar G + C content but different lengths were compared. As seen in Figure 4, and consistent with results shown in Figure 3, this analysis showed greater effects of Supt4h reduction on longer genes than on shorter genes having a similar G + C content. 

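Genes of 70 kb and over had lower median ESKOR than genes of 5 to 15 kb in each range of G + C content. This longest group had no upper bound, unlike the longest group of the paper. At 45 to 50% G + C, the median was -0.042 for genes of 5 to 15 kb, -0.070 for 15 to 30 kb, -0.079 for 30 to 70 kb and -0.088 for 70 kb and over. At 50 to 55% the medians were -0.12, -0.13, -0.15 and -0.17, and at 55 to 60% they were -0.17, -0.19, -0.21 and -0.23. The difference between the longest and the shortest genes was -0.047 at 45 to 50%, -0.050 at 50 to 55% and -0.068 at 55 to 60% G + C. The SD of this difference between replicate pairs was 0.027, 0.022 and 0.030, so each difference was larger than the spread between pairs. It was -0.065, -0.068 and -0.093 in replicate pair 1 and -0.027, -0.036 and -0.050 in replicate pair 2. The longest group at 55 to 60% G + C held 63 genes and the shortest 699. Median G + C content was slightly lower in the longer groups, for example 56.3% against 57.1% in that range.

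**Figure D2:**
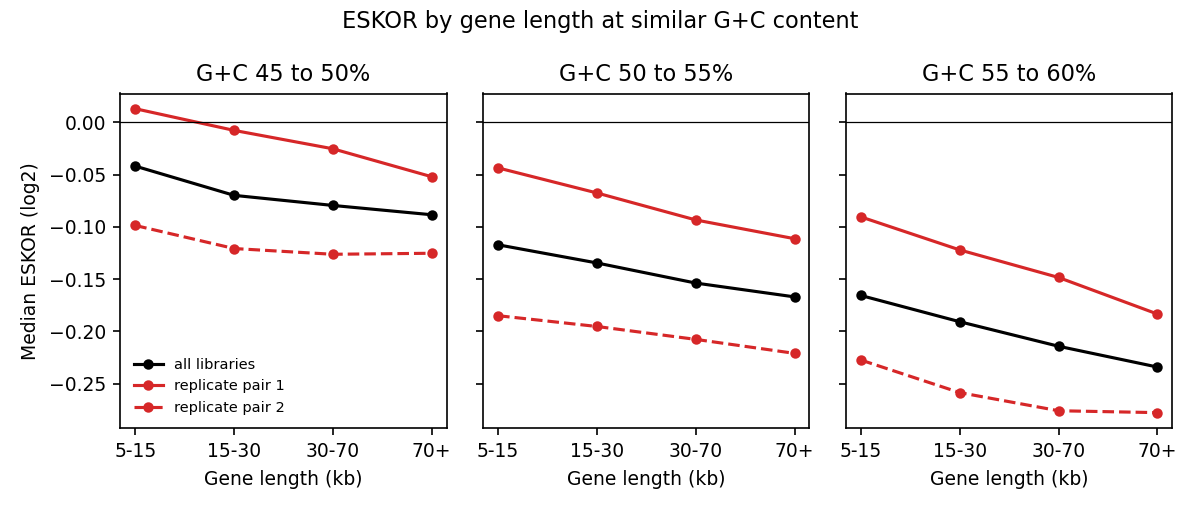
Median ESKOR (y-axis, log2) of genes in 4 groups of gene length (x-axis, kb), with a panel for each range of G + C content and lines for all libraries and for each replicate pair. The line for all libraries falls from the shortest to the longest genes in each panel, from -0.17 to -0.23 at 55 to 60% G + C.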

Analogous results have been obtained by Fitz *et al.* (39), who investigated the relationship between Supt5h deficiency and gene length.

**Figure 4.**
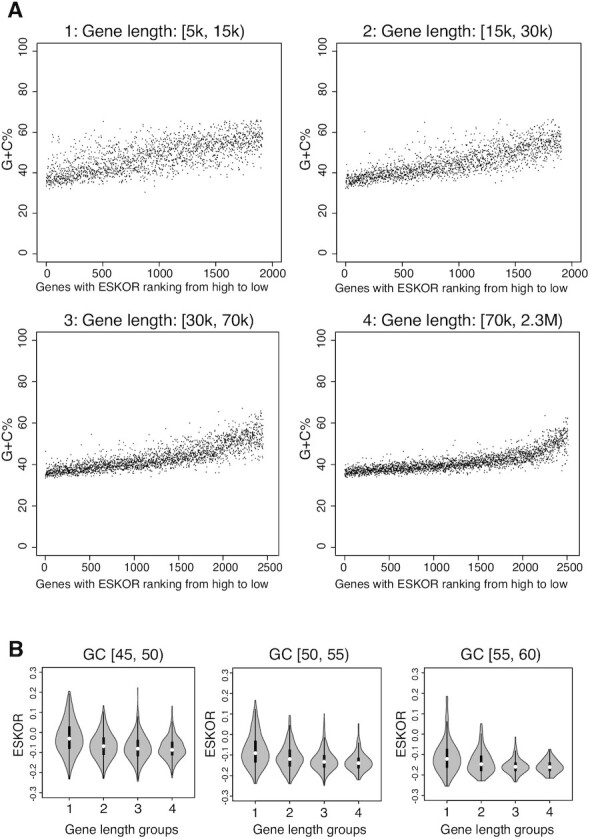
Association of gene length with ESKOR. (**A**) The 8779 genes were sorted into four groups according to gene length (5 kb ≤ group1 < 15 kb; 15 kb ≤ group 2 < 30 kb, 30 kb ≤ group 3 < 70 kb; 70 kb ≤ group 4 < 230 kb). Genes in each group were further sorted according ESKOR (high to low), and G + C% of individual genes was plotted as in Figure 1B. (**B**) Within each group of genes categorized by length, genes were grouped into three categories according to G + C content (45% ≤ G + C range 1 < 50%; 50% ≤ G + C range 2 < 55%, 55% ≤ G + C range 3 < 60%) and ESKOR values were compared. The ESKOR values (y-axis) from the four different length groups were plotted for the indicated G + C content range by violin plot. The white dot on the violin plot is the median. The black bar in the center of violin indicates the interquartile range, i.e. 25–75%.

RNA-seq analysis in NPCs showed overfall gene expression changes consistent with our ChIP-seq results for genes having different G + C content (Figure 5). RNA-seq data (GEO accession number GSE33497) obtained from mouse striatal cells (16) showed similar Supt4h-mediated downregulation of the expression of genes having high G + C content (Supplementary Figure S5).

**Figure 5.**
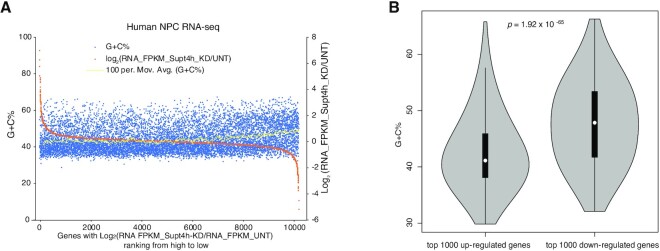
Association of G + C content with the effects of Supt4h reduction on gene expression. (**A**) Cell samples used for RNAPII-S2 ChIP-seq analysis were also used for RNA-seq assays. Gene expression changes in cells having Supt4h knockdown were sorted according to the extent of change by comparing their ratio Log_2_ (RNA_FPKM_KD/RNA_FPKM_UNT) (orange dots, right-hand y-axis). The G + C percentage for each gene (blue dots, left-hand y-axis) was plotted as shown in Figure 1B for ChIP-seq analysis. The yellow dots are the moving average G + C% of 100 neighboring genes. (**B**) G + C content from the most up-regulated 1000 genes and most down-regulated 1000 genes were analyzed by violin plot. The white dot on the violin plot is the median. The black bar in the center of the violin indicates the interquartile range, i.e. 25–75%.

### Effects of Supt5h knockdown on template occupancy by RNAPII

Knockdown of either Supt4h or Supt5h protein has been reported to be associated with concomitant reduction of the other (40), and evidence showing that depletion of Supt5h in murine embryonic fibroblasts leads to re-distribution of transcriptionally engaged RNAPII complexes within a narrow window near promoters has been published ((39); GEO accession number GSE106313). Further analysis of those data by us showed that the effects of Supt5h on RNAPII-S2 occupancy of the template also vary globally with the G + C content of the gene being transcribed (Supplementary Figure S6). These results support the conclusion that the ESKOR correlations we observed for Supt4h are attributable to the DSIF complex rather than some unrelated effect of Supt4h.

## DISCUSSION

The DSIF complexes formed by the binding of Spt4 to Spt5 in yeast, plants, and Archaea (41), or by interaction of their orthologs Supt4h and Supt5h in mammalian cells, perform functions essential to the synthesis of transcripts on DNA templates (4–6). X-ray diffraction and NMR studies indicate that by interacting with RNAPII, DSIF forms a clamp structure that closes a polymerase cleft cradling the DNA template—limiting dissociation of the enzyme from the template and facilitating enzyme processivity and transcript elongation (12,42,43), NusG, a prokaryotic orthologue of Spt5, carries out analogous functions in the absence of Spt4 (44,45). The observations reported here indicate that the clamping function of DSIF is utilized differentially on different segments of the genome, depending on the G + C content of the transcriptionally engaged template segment.

The experiments reported here were prompted by earlier observations showing that Supt4h or Supt5h knockdown can differentially affect alleles containing expanded nucleotide repeats (16). Our analysis of the genome-wide effects of Supt4h or Supt5h reduction on RNAPII-S2 occupancy in human neuron progenitor cells and mouse embryonic fibroblasts indicates that template occupancy by RNAPII is affected more prominently by DSIF during transcription of DNA regions that contain a higher proportion of G + C nucleotides.

RNAPII occupancy of DNA templates is known to be affected by pausing of the polymerase during transcript elongation (46,47) as well as by pausing in promoter-proximal gene regions (13,48). Our results support a model in which clamping of the polymerase onto templates by DSIF during transcript elongation reduces dissociation from the template, preventing premature termination of transcripts (49,50). Independently of DSIF function, pausing of RNAPII-S2 during its transit along DNA templates occurs at G + C nucleotide pairs at a higher frequency than at A + T nucleotide pairs (51); this effect has been attributed to the higher energy required to separate G–C bonds relative to A–T bonds (52). The data reported here indicate that template occupancy is also increased in template regions rich in G + C nucleotides in either the presence or absence of normal DSIF function and show also that reduction of DSIF function has a greater effect on polymerase occupancy of G + C-rich template sequences than on occupancy of A + T-rich template sequences. These findings support a model in which RNAPII-S2 relies on DSIF differentially to alter the *consequences* of polymerase pausing rather than the *frequency* of pausing.

As Supt4h and Supt5h are needed for normal functioning of mammalian cells, extensive knockdown can result in broad effects on cellular RNA synthesis (53), whereas partial knockdown is associated with limited changes in RNAPII-S2 template occupancy and RNA synthesis (Figures 1 and 5; see also (16,18,39)). 

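Introns made up a median of 89.7% of the gene body (interquartile range 80.5 to 94.6%) across the filtered genes. In the 14862 of them with a value for intron G + C content, G + C content of the introns and of the gene body had a correlation of 0.981. The correlation of ESKOR with intron G + C content was -0.663.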

As introns were included in our calculations of G + C content, and total gene length and G + C content are determined largely by sequences present in introns (54), intronic sequences, which are less conserved among species than exonic sequences (55) substantially affect the template occupancy we have reported.

Transcription through genes containing repeat expansions in Huntington's Disease (the *HTT* gene) (16–18), Amyotrophic Lateral Sclerosis (ALS) and Frontotemporal Dementia (FTD) (*C9orf72*) (20,21,56), and Spinocerebellar Ataxia type 36 (SCA36) (*NOP56*) (22) has been reported to be affected differentially by knockdown of Supt4h or Supt5h. In these diseases, expansion of pathogenic nucleotide repeats (CAG in Huntington's disease, GGGGCC in ALS/FTD; GGCCTG in SCA36) generates long template segments that have a G + C content between 66% and 100%. Expansion of repeats to yield long G + C-rich template segments is also associated with other genetic neurodegenerative disease genes, including Fragile X (CGG repeats), Myotonic Dystrophy type 2 (CCTG repeats), and Spinocerebellar Atrophy types 1 through 3 (CAG repeats) (57,58). Such long G + C-rich DNA segments are rare in non-mutated human genes. In Huntington's Disease, interruption of the continuity of CAG repeats by trinucleotide repeats (CAA) that encode the same amino acid residue as CAG but have a G + C content of only 33% can affect the age of onset of clinical symptoms (59–61). We suggest that the influence of G + C content on DSIF-mediated template occupancy by RNAPII may have phenotypically important consequences in a broad range of nucleotide repeat diseases.

In addition to performing ChIP-seq in NPC samples, we re-analyzed previously published ChIP-seq data obtained from mouse embryonic fibroblasts in which Supt5h was absent (39). Notwithstanding a species difference (human versus mouse), a cell type difference (NPCs versus fibroblasts), and a difference in the DSIF component altered (Supt4h versus Supt5h), our analysis of the Fitz et al. data showed that dependence on DSIF for RNAPII occupancy of template sequences was similarly affected by G + C content.

## DATA AVAILABILITY

The sequencing data generated in this study have been submitted to the Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE169466.

## Supplementary Material

lqac054_Supplemental_File Click here for additional data file.

# Supplementary material for: DSIF modulates RNA polymerase II occupancy according to template G + C content
**Source:** NAR Genom Bioinform. 2022 Jul 27;4(3):lqac054. doi: 10.1093/nargab/lqac054
**Supplement:** lqac054_Supplemental_File

**Supplementary Data For:**

## **DSIF modulates RNA polymerase II occupancy according to template G+C content**

**Ning Deng<sup>1,2 †</sup>, Yue Zhang<sup>1,3 †</sup>, Zhihai Ma,<sup>1,4, †</sup> Richard Lin<sup>1</sup>, Tzu-Hao Cheng<sup>5</sup>, Hua Tang<sup>1</sup>, Michael P. Snyder<sup>1</sup> & Stanley N. Cohen<sup>1,\*</sup>**

<sup>2</sup>Current address: BridGene Biosciences, San Jose, CA 95134, USA, <sup>3</sup>Current address: Earli Inc., South San Francisco, CA 94080, USA, <sup>4</sup>Current address: Chapter Diagnostics Inc., Menlo Park, CA, 94025, USA

<sup>†</sup>The authors wish it to be known that, in their opinion, the first three authors should be regarded as Joint First Authors.

**Supplementary Table S1:** Statistical Information for Human NPC ChIP-seq Data.

| <b>Condition</b>     | <b>Cell Lines</b> | <b>Total Raw Reads</b> | <b>Reads After Removing Adaptor</b> | <b>Mapping Rate</b> |
|----------------------|-------------------|------------------------|-------------------------------------|---------------------|
| Untreated<br>RNAP2S2 | GM23225 NPC       | 367549175              | 367543258                           | 97.55%              |
| Supt4h-KD<br>RNAP2S2 | GM23225 NPC       | 388916388              | 388910219                           | 92.90%              |

**Supplementary Table S2:** Statistical Information for Human NPC RNA-seq.

| <b>Condition</b> | <b>Cell Lines</b> | <b>Total Raw Reads</b> | <b>Mapping Rate</b> | <b>SUPT4H Expression (FPKM)</b> |
|------------------|-------------------|------------------------|---------------------|---------------------------------|
| Untreated        | GM23225 NPC       | 55850420               | 88.58%              | 66.78                           |
| Supt4h-KD        | GM23225 NPC       | 61416842               | 86.15%              | 12.05                           |

**Supplementary Table S3:** Statistical Information for Mouse Striatum Cell Line RNA-seq Data.

| <b>Condition</b> | <b>Species</b> | <b>SRA<br/>Accession<br/>Number</b> | <b>Total Raw<br/>Reads</b> | <b>Mapping<br/>Rate</b> | <b>SUPT4h<br/>Expression<br/>(FPKM)</b> |
|------------------|----------------|-------------------------------------|----------------------------|-------------------------|-----------------------------------------|
| Untreated        | Mouse          | SRR363972                           | 86014617                   | 74.46%                  | 156.28                                  |
| Supt4h-KD        | Mouse          | SRR363973                           | 90625898                   | 74.72%                  | 74.11                                   |

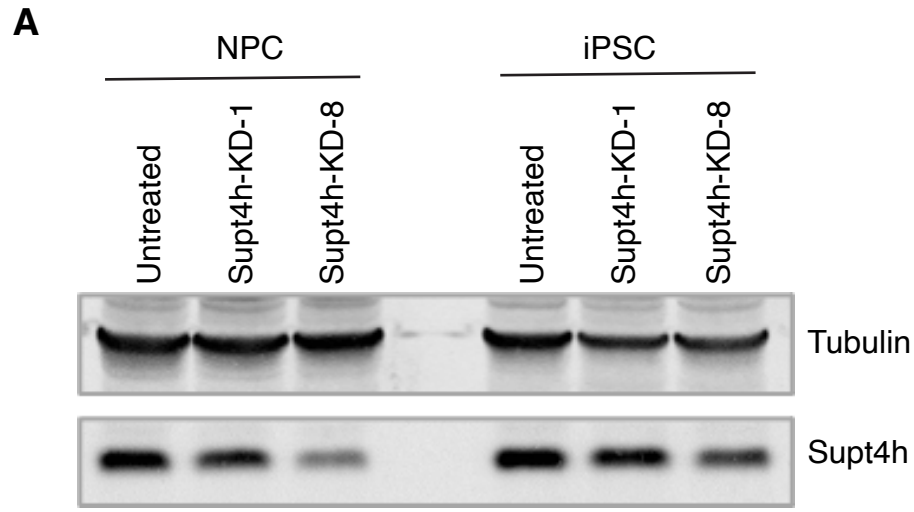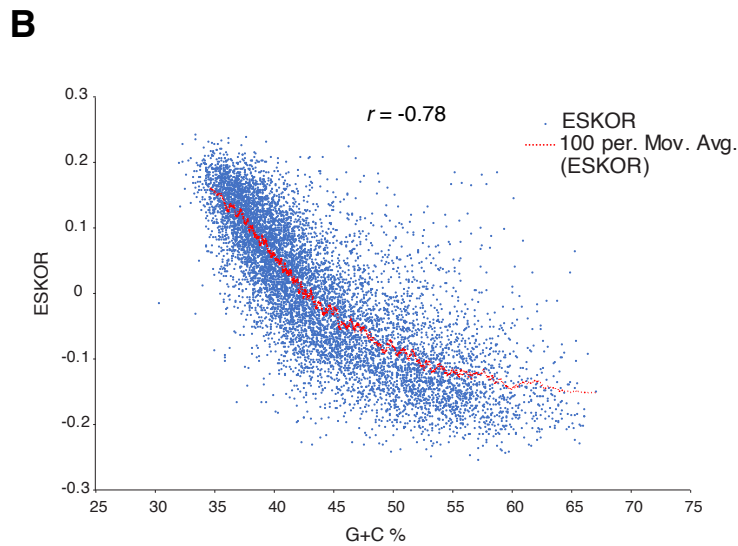

**Supplementary Figure S1.** Effects of Supt4h knockdown by shRNA. (A) Protein isolated from NPC and iPSCs were measured by Western blotting, respectively, in untreated cells or after stable knockdown of Supt4h by lentivirus carrying Supt4h shRNA. According to quantification of Supt4h band in the Western Blot with Li-Cor Image Studio software, Supt4h in NPC clone 8 was 27% left compared to untreated sample. Clone 8 in NPC was used for further ChIP-seq and

RNA-seq. **(B)** ESKOR (y-axis) was plotted against G+C% (x-axis). The red dots represent the ESKOR moving average for 100 genes.

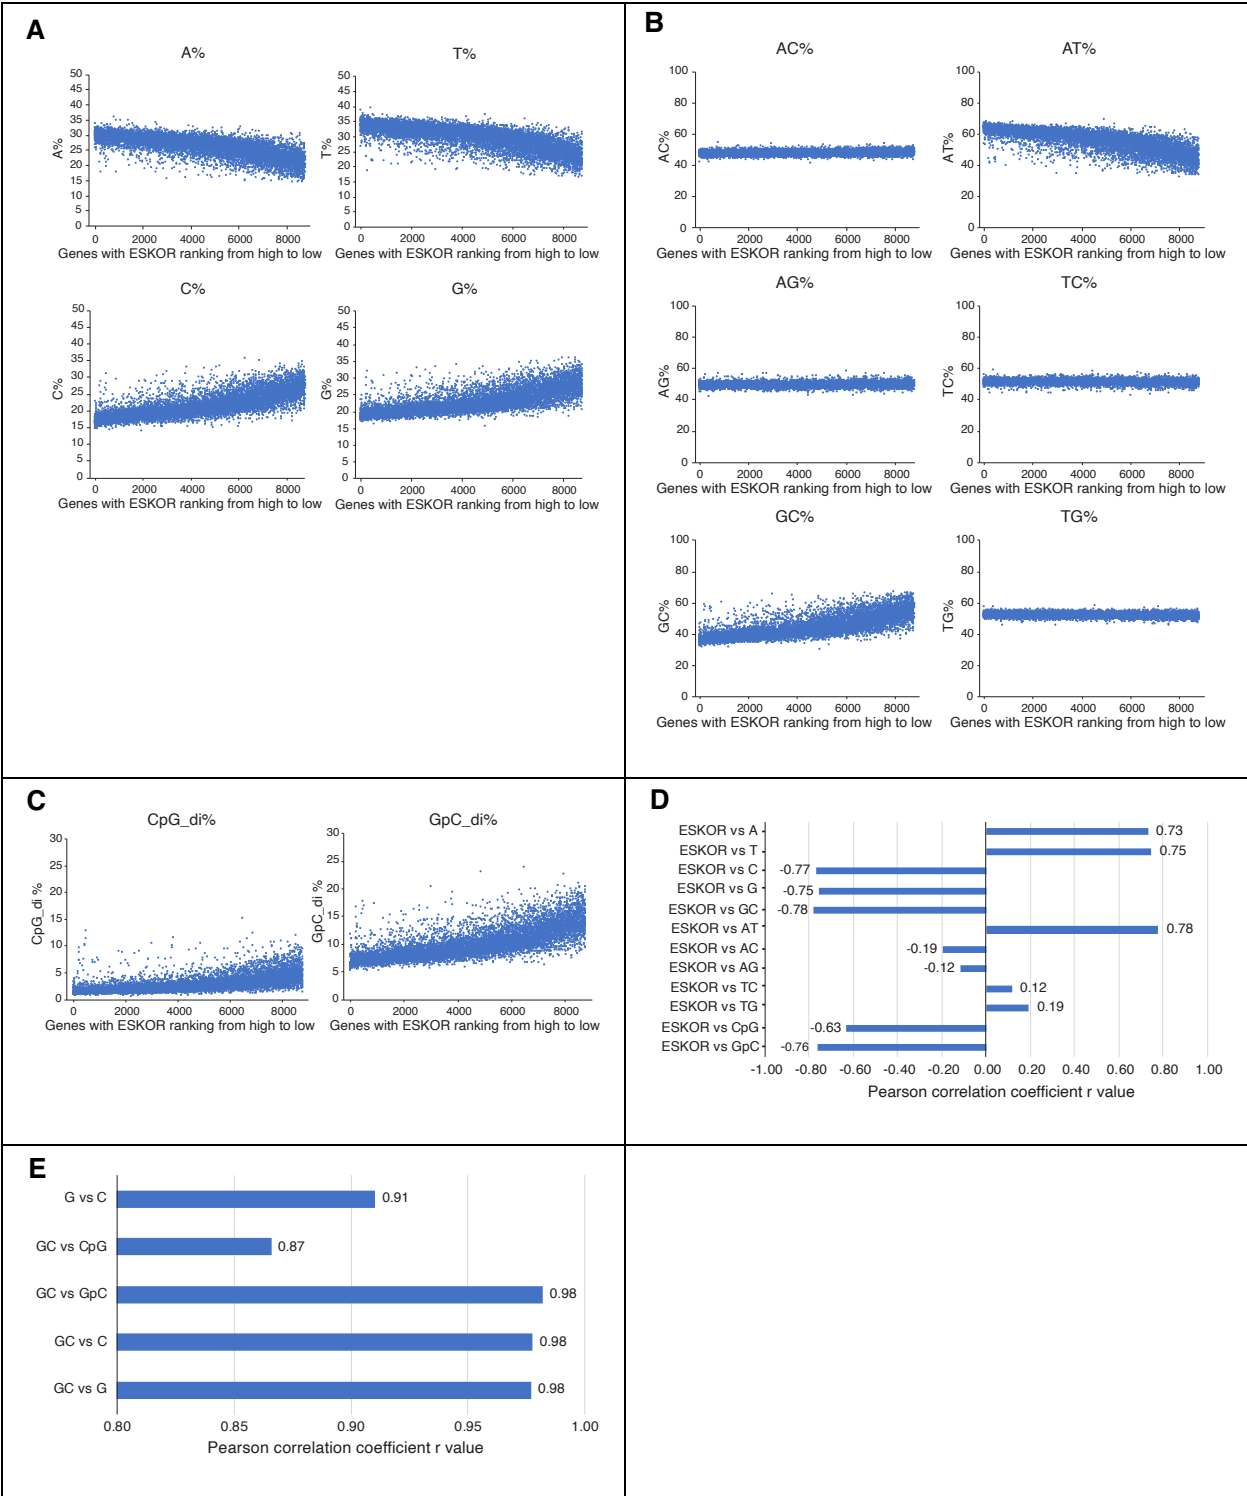

**Supplementary Figure S2.** Relationship of ESKOR to nucleotide content in 8779 genes. **(A,B)** Correlation of ESKOR with genome incidence of single nucleotides **(A)** or double **(B)** nucleotide combinations. Genes were ranked according to ESKOR. Blue dots represent each gene's single or double nucleotide content in the gene body as shown on the y axis. **(C)** Plotting of ESKOR for CpG and GpC di-nucleotide combinations as in **(A)**. **(D)** Pearson correlation coefficient to quantify ESKOR vs. indicated nucleotide composition for all 8779 genes is shown. **(E)** Pearson correlation coefficient between indicated nucleotides or nucleotide combinations.

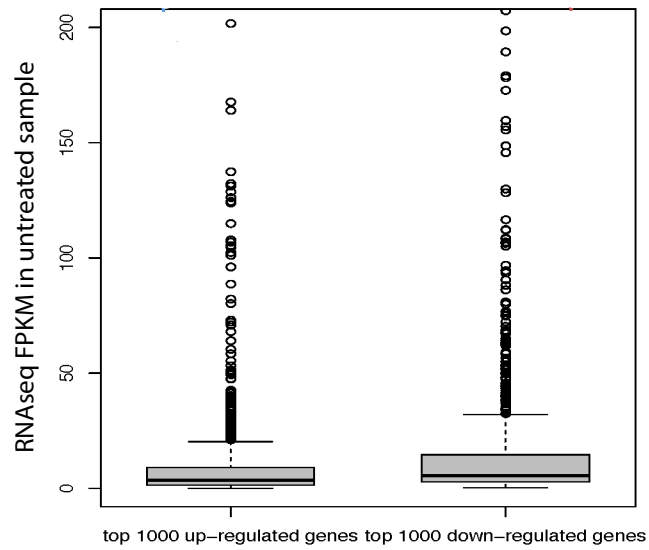

**Supplementary Figure S3.** No significant expression level difference was observed between the top 1000 up-regulated genes (high ESKOR genes, mostly low GC) and top 1000 down-regulated genes (low ESKOR genes, mostly high in GC) in Figure 3. We analyzed the 1000 highest and 1000 lowest ESKOR genes' expression in untreated sample by RNA-seq.

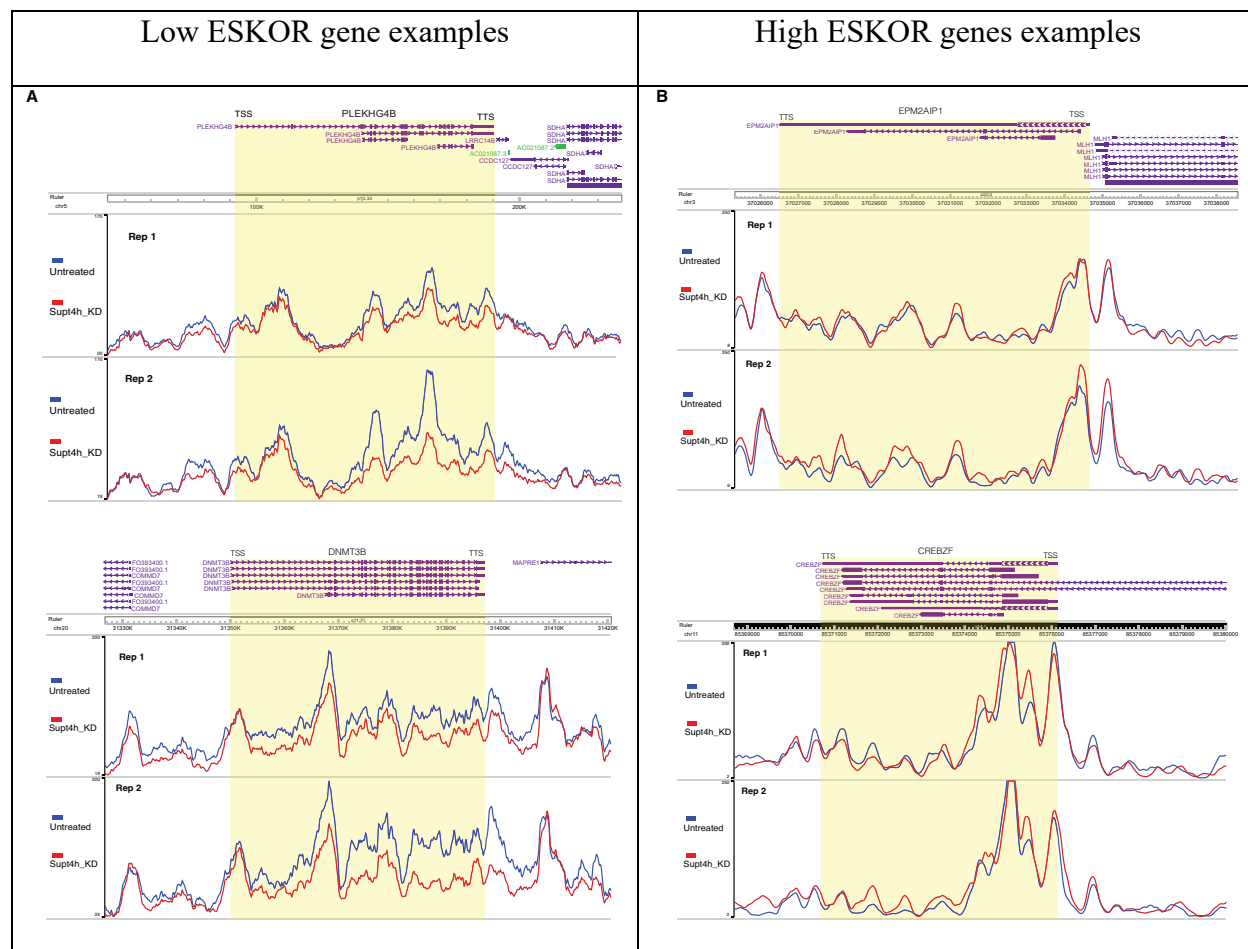

**Supplementary Figure S4.** Screenshot examples of RNAPII-S2 ChIP-seq signal from **A.** Low ESKOR genes (high GC) and **B.** high ESKOR genes (low GC). RNAPII-S2 ChIP-seq reads are displayed in WashU Epigenome Browser format. The blue (untreated sample) and red (Supt4h-KD sample) peaks/lines indicate RNAPII-S2 occupancy in two replicates as assayed by ChIP-seq analysis. Yellow shading indicates the boundaries of the gene segment extending from TSS to TTS.

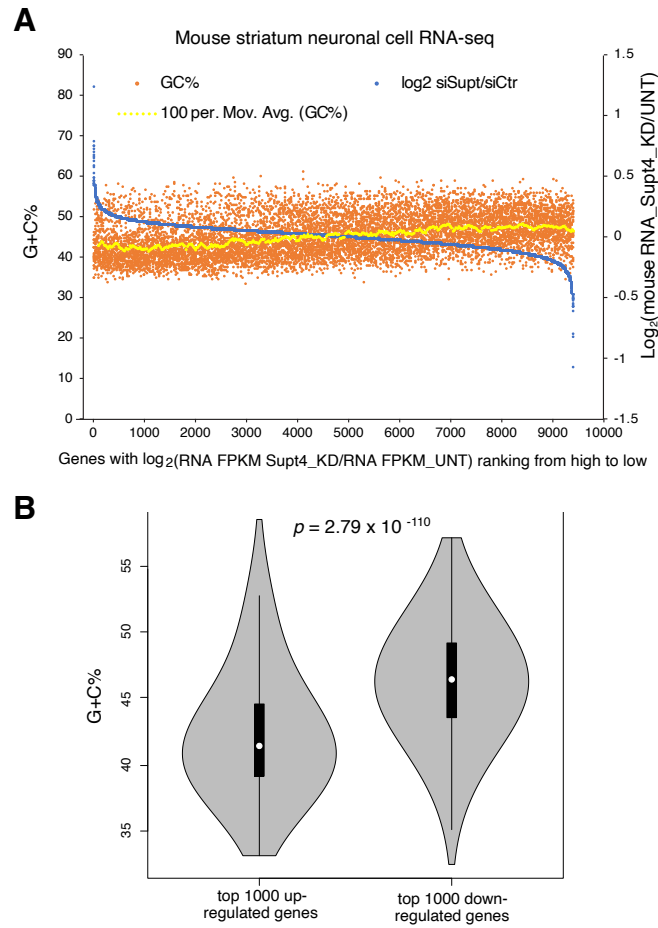

**Supplementary Figure S5.** Correlation of G+ C content with the effects of Supt4h reduction on gene expression in mouse striatum cells. We re-analyzed our previously published RNA-seq data (16) obtained from a non-disease mouse striatum neuronal cell line (Hdh<sup>Q7/Q7</sup>) before and after Supt4h knockdown by transient transfection of siRNA targeting Supt4h using procedures described in Figure 5.

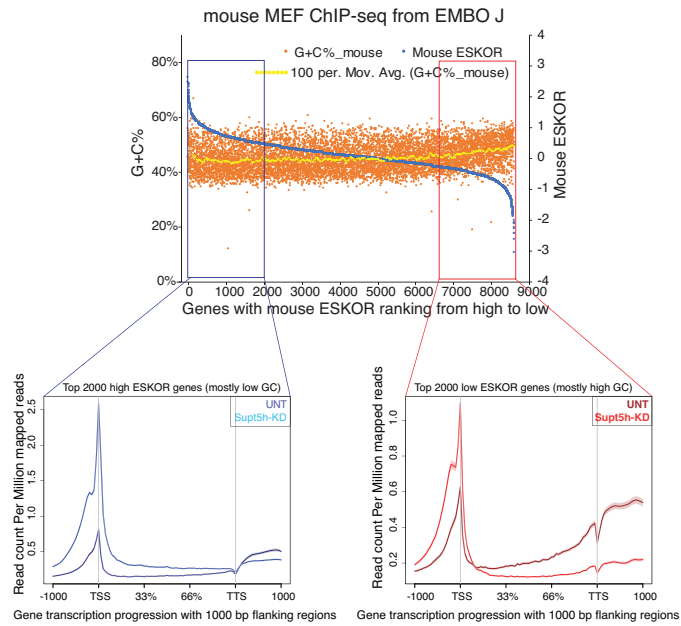

**Supplementary Figure S6.** Analysis of ChIP-seq data from Supt5h depletion mouse embryonic fibroblast cells. ChIP-seq data showing the effect of Supt5h depletion on template occupancy by RNAPII-S2 were published previously (38). G+C content and ESKOR for individual genes were determined as described for Figure 1A. Analyses were performed as in Figures 1A and 3.

**A**

### Two replicates of Pol2S2 ChIP-seq

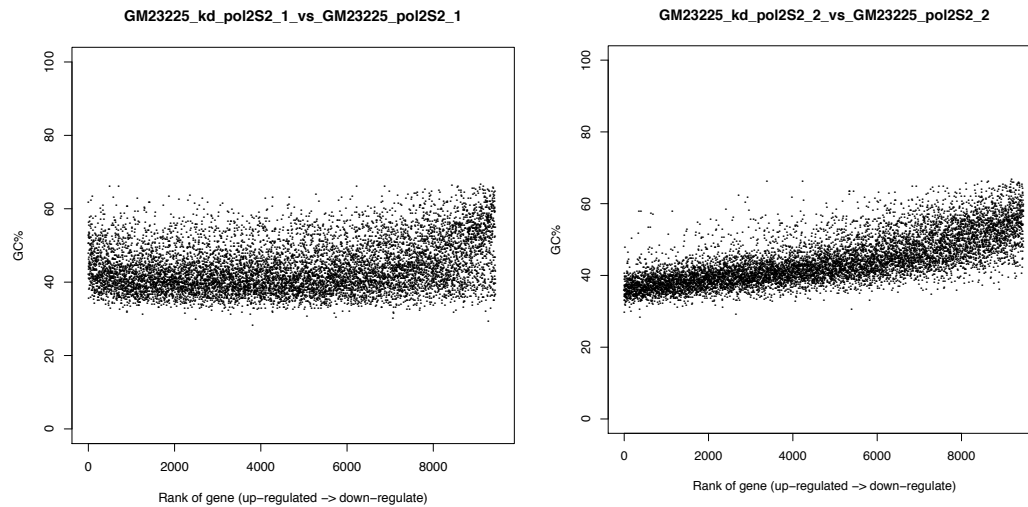**B**

### Two replicates from the 2000 lowest ESKOR

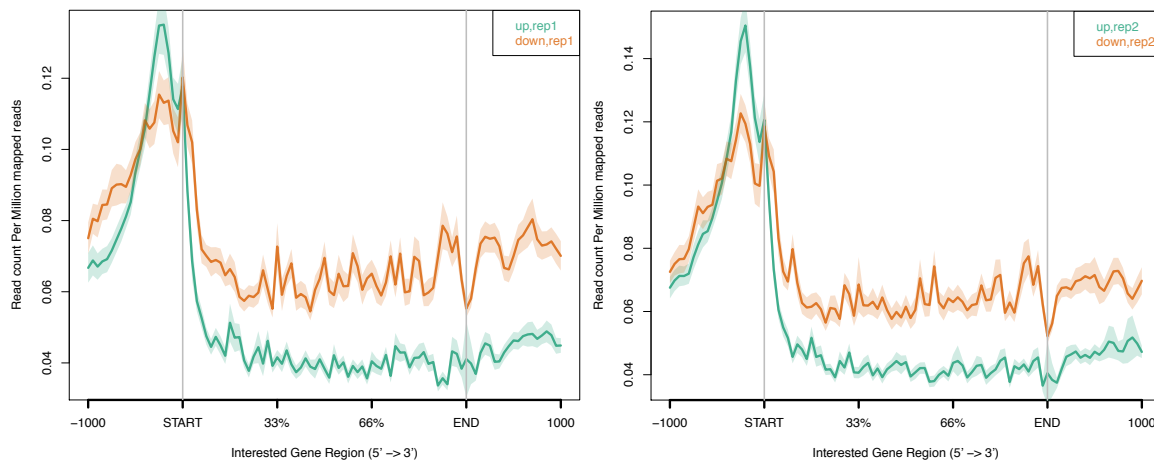

**Supplementary Figure S7.** ChIP-seq results for two replicates of samples. **(A)** The two replicates of ChIP-seq were analyzed as described in Figure 1A. **(B)** The 2000 lowest ESKOR genes from the two replicates were analyzed as described in Figure 3.

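Log2 FPKM ratios were also computed between single libraries in ranges of G + C content. In genes with 30 to 35% G + C, the median ratio of Supt4h-KD over untreated was 0.050 in replicate pair 1 and 0.25 in replicate pair 2. In genes with 60 to 75% G + C it was -0.18 and -0.32. The slope per percent G + C was -0.00700 in pair 1 and -0.0194 in pair 2. For untreated replicate 2 over untreated replicate 1, the median ratio was -0.19 in genes with 30 to 35% G + C and 0.18 in genes with 60 to 75%, a change across these ranges that was larger than in pair 1 and smaller than in pair 2. For Supt4h-KD replicate 2 over replicate 1 the medians were 0.0067 and 0.049. Across genes, ESKOR of the replicate pairs had a correlation of 0.582, and of 0.532 after adjustment for G + C content.

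**Figure D3:**
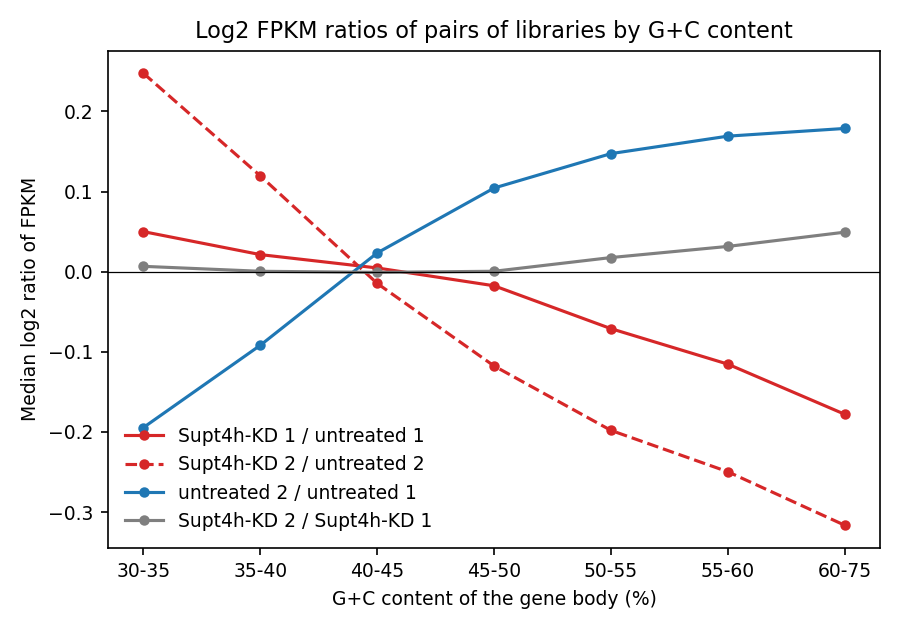
Median log2 ratio of FPKM (y-axis) in ranges of G + C content (x-axis, percent) for the replicate pairs of Supt4h-KD over untreated and for the replicates of one condition over each other. Both lines of Supt4h-KD over untreated fall with G + C content, and the line of untreated replicate 2 over untreated replicate 1 rises.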

How the deposited data were processed for this re-analysis (not part of the article)

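RNAPII-S2 ChIP-seq was measured in 4 libraries of NPCs derived from the iPSC line GM23225, 2 untreated and 2 Supt4h-KD, which were assigned to condition and replicate number by their labels and by the paper. The authors trimmed adaptors with Skewer, aligned reads to hg19 with BWA, and used featureCounts to count reads on the gene body of the isoform most abundant in untreated RNA-seq, with gene bounds from RefFlat. The deposited counts are whole numbers per gene and library, not divided by gene length or library size, and replicates were not pooled. How reads that fall on overlapping genes were counted may affect genes inside other genes. The paper's text names neither a removal of duplicate reads nor an input control.

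Gene bodies were taken from the canonical transcripts of GENCODE annotation on GRCh37, since the authors' isoform choice was not used here. Genes were matched by symbol (20439 genes) or by an older symbol (1288 genes), and 4637 genes were not matched. G + C content was computed over the gene body without its first 1 kb, as in the paper. The whole gene body was used instead for the receptor and keratin families and for marker genes of all lengths. FPKM was the count divided by gene-body length in kb and scaled to the library's total counts on genes, with no pseudocount. ESKOR was log2 of the mean FPKM of the Supt4h-KD libraries over that of the untreated libraries. Genes of at least 5 kb with mean FPKM above 0.5 in both conditions were kept. The paper's methods word the length criterion as no longer than 5 kb, while its length groups start at 5 kb, and the wording was tried as an alternative. The median filtered gene had between 4765 and 5230.5 counts in each library, so that counting error was small for such genes. How far the number of libraries limited the precision was not tested.

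Differences in counts were tested with edgeR 4.0.16 (TMM normalization, filterByExpr, quasi-likelihood test, Benjamini-Hochberg adjustment at 0.05) in R 4.3.3 with limma 3.58.1, with all 4 libraries and no block. The TMM factors were 0.995 and 1.02 for the untreated and 0.987 and 0.994 for the Supt4h-KD libraries, and the biological coefficient of variation was 5.25%. DESeq2 1.42.0, other normalizations and filters, a replicate block and a loess correction for G + C content (span 0.5) were alternatives. The pairing in the block comes from the replicate numbers in the labels. Slopes, correlations and medians were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. Per-library slopes were compared with an exact permutation test.

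The edgeR step was tested on simulated data for 22558 genes, 200 of which were changed by a log2 fold change of 0.6. It called 195 of the 200 changed genes and 10 unchanged genes. The simulated counts had a single dispersion for all genes and no G + C bias that differed between libraries of one condition. The untreated libraries did differ along G + C content, so the simulation does not give the error rate of the calls in these data. Slopes put into simulated data for 14919 genes were recovered within 0.000234. Genes named in the text were SUPT4H1 and SUPT5H, the genes the paper names for human cells or shows in Supplementary Figure S4, and the 3 genes with the largest rise and the 3 with the largest fall among filtered genes with an adjusted p under 0.05 that changed in the same direction in both pairs. The RNA-seq data, the mouse data and read positions within genes were not analysed here.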

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

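The ratio of the untreated libraries was among the alternatives chosen before the data were examined, but its use as a test of a G + C bias, the test of the library slopes against the knockdown, the split of the receptor and keratin families by the filter and the set of genes with a low mean FPKM over all libraries were chosen only after the result was seen.

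The ratio of the 2 untreated libraries to each other varied with G + C content. Supplementary Figure S7A plots FPKM of both conditions against G + C content for each replicate, and not this ratio. The log2 ratio of untreated replicate 2 over untreated replicate 1 had a slope of 0.0139 per percent G + C across the 14912 filtered genes, against 0.00146 for Supt4h-KD replicate 2 over replicate 1. Its size was about that of the slope of ESKOR, -0.0133. It was larger in size than the slope in replicate pair 1, -0.00700, and smaller than that in pair 2, -0.0194. A G + C bias that differs between libraries of one condition may therefore contribute to the fall of ESKOR with G + C content. Library size and a few dominant genes were not tested as explanations. The totals and the share of the 100 genes with the most counts were close in all 4 libraries. The share was lowest in untreated replicate 2, at 6.98%, against 7.27% in untreated replicate 1 and 7.34% and 7.32% in the Supt4h-KD libraries.

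The slope of ESKOR was also computed in genes that were not chosen by the filters. A set of 540 genes of olfactory, taste and vomeronasal receptors, keratins, keratin-associated proteins, beta-defensins and late cornified envelope genes was chosen by name. These families were assumed to be little transcribed in NPCs. ESKOR in these genes had a slope of -0.0106 per percent G + C of the whole gene body. This was 79.9% of the slope in the filtered genes, where G + C content left out the first 1 kb. Median count was 179 in the 540 genes, against 5054.75 in the filtered genes. The slope in the 540 genes was -0.00807 in replicate pair 1 and -0.0133 in pair 2. Of these genes, 55 were among the filtered genes, and the slope was -0.0103 in the other 485. Mean FPKM of the 540 genes was 1.02, against 1.09 in the filtered genes, and their transcription was not measured here. In 1926 genes of at least 5 kb outside the FPKM filter, the slope of ESKOR was -0.0156 per percent G + C, with -0.00551 in pair 1 and -0.0261 in pair 2. ESKOR partly decided which genes were in this set, since 248 genes passed the FPKM minimum only in Supt4h-KD cells and 49 only in untreated cells. In the 1751 genes of at least 5 kb with a mean FPKM over all 4 libraries of at most 0.5, the slope was -0.0149, with -0.00476 in pair 1 and -0.0254 in pair 2. A G + C bias that also acts on background reads may explain these slopes.

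A weaker enrichment of occupied genes in the Supt4h-KD libraries was also tested. With occupancy in untreated replicate 2 in the model, the slope of pair 1 ESKOR on G + C content was 167% of the slope without it, and the slope in pair 2, tested with untreated replicate 1, was 98.3%, so the slope did not shrink by the amount set for this explanation. The test was limited, since occupancy was itself correlated with G + C content (r = 0.654 for untreated replicate 2 and 0.568 for untreated replicate 1) and carried the difference between the untreated libraries. Without G + C content in the model, ESKOR changed per log2 unit of occupancy by -0.0049 in pair 1 and by -0.15 in pair 2, and with it by 0.081 and -0.0074. A weaker enrichment was therefore not ruled out. The knockdown itself was tested with the per-library slopes of FPKM on G + C content, which were lower in both Supt4h-KD libraries than in both untreated libraries (exact permutation test, p = 0.333, the smallest p that 2 libraries against 2 allow). With 2 libraries per condition, an effect of the knockdown could not be told apart from a G + C bias of single libraries.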

How the results depend on the processing

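The alternatives were chosen before the data were examined, except the crossed replicate block, the span of all transcripts as the gene body, protein-coding genes, and genes with no overlap, which were chosen after. Of 285 values of 21 results under an alternative, 242 stayed within the spread between replicates, or within 1.5 times for a count of genes, 40 moved further and 3 had the opposite sign. Of these 3, 2 were ratios within one condition, which are not versions of ESKOR and whose sign depends on which replicate is the numerator. Of the 242, 15 were identical to the value without the alternative. Some alternatives cannot move a result and show no stability, such as the replicate block for the number of filtered genes and genes of all lengths for the length groups, which start at 5 kb. Where a value moved or changed sign, the cause was not tested. The exact test of slopes could not pass a threshold in this design.

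The number of genes with an adjusted p under 0.05 was 516 with edgeR, 1166 with DESeq2, 1830 with a replicate block, 1793 with a crossed replicate block, 818 among the filtered genes, 1655 with a G + C offset and 1869 with a replicate block and a G + C offset. The fits shared 515, 516, 516, 367, 461 and 466 of the 516 genes, in the same order. With total counts as library size, 270 genes were higher and 325 lower, against 298 and 218 with TMM normalization. When a library is left out, 1 library remains in a condition and no call was made.

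With an FPKM minimum of 1, the slope of FPKM on G + C content was 0.00931 in untreated and -0.00620 in Supt4h-KD cells, a change of -167%, over 5871 genes. The highest ESKOR was then 0.80, the G + C content of the 2000 genes with the highest ESKOR was 44.3%, and the difference in ESKOR between the 2000 highest and 2000 lowest genes was 0.26. With no FPKM minimum, the Supt4h-KD slope was 0.0321 and ESKOR reached 2.53 and -2.08. With genes no longer than 5 kb, the slopes were 0.0151 and 6.5e-05, a change of -99.6%, over 2481 genes with a G + C content beyond the first 1 kb, of 3061 that passed the FPKM minimum, and r of ESKOR with CpG was -0.273, and the length groups had no genes. With genes of all lengths, the Supt4h-KD slope was 0.0333 and the G + C content of the 2000 lowest genes 56.3%. The Supt4h-KD slope was 0.0297 with G + C content over the whole gene body and 0.0246 with the span of all transcripts. Over genes with no overlap, the G + C content of the 2000 lowest genes was 54.0%.

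The correlation of ESKOR with G + C content was -0.387 in replicate pair 1 and -0.366 for Supt4h-KD replicate 2 over untreated replicate 1. For the ratios within one condition it was 0.769 for untreated replicate 2 over replicate 1 and 0.145 for Supt4h-KD replicate 2 over replicate 1, which show by their size how replicates differed and nothing about the stability of ESKOR. The mean of the paired log2 ratios (replicate block) gave -0.681. Genes chosen in pair 2 and measured in pair 1 differed in ESKOR by 0.21.

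Across the 4 versions that each left out one library, r of ESKOR ranged from -0.777 to -0.394 for G + C, from -0.618 to -0.308 for CpG, from -0.763 to -0.382 for GpC, from 0.356 to 0.722 for A, from -0.76 to -0.401 for C, from -0.745 to -0.361 for G and from 0.382 to 0.737 for T. The highest ESKOR ranged from 1.01 to 1.67, the difference between the 2000 highest and 2000 lowest genes from 0.31 to 0.52, the G + C content of the lowest from 53.8 to 55.1%, the difference in G + C content along the first 10 kb between the ESKOR groups from 7.88 to 13.9 percentage points, and the Supt4h-KD slope from 0.0274 to 0.0287. The differences between long and short genes were below 0 under each alternative that was run, apart from genes of all lengths, which cannot move them, and genes no longer than 5 kb, which leave no such groups.

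For the named genes, 162 of 182 values kept their direction and side of the threshold, or moved by less than the spread between replicates. SUPT5H reversed to a log2 fold change of 0.041 with a G + C offset and of 0.040 with a replicate block and a G + C offset. With one library left out, its ESKOR ranged from -0.16 to 0.035 and that of NOP56 from -0.012 to 0.20. Of the other values, 8 moved, 7 passed the threshold only under the alternative (EPM2AIP1, CREBZF and NOP56) and 1, CTSF under DESeq2, no longer passed it. Whether the number of libraries or the depth limited these results more was not tested for the filtered genes. For SUPT4H1, at 0 counts, no change could be measured.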

Differences from the paper's values

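The filters left 14912 genes, against the paper's 8779. Of the alternatives set before the data were examined, an FPKM minimum of 1 gave 5871 genes, within 1.5 times of the paper's number. None of the others set before did, including no FPKM minimum, genes of all lengths, genes no longer than 5 kb, TMM effective library sizes, the replicate block and each library left out. Genes with no overlap, an alternative chosen after the data were examined, gave 11397 genes, also within 1.5 times. The paper's requirement that genes be in its RNA-seq list was not repeated here.

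The highest ESKOR was 1.12, against the paper's 0.24, and the lowest lay 0.84 below 0, against 0.25 below 0 in the paper. None of the alternatives set before the data were examined closed either gap. The paper gives its range as log2 differences with percentage shifts that match this scale, so a different log base does not account for the gap. It does not state whether these bounds are the extremes over all its genes. ESKOR lay within the paper's range for 92.7% of the filtered genes.

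The correlation of ESKOR with G + C content differed from the paper's by less than the spread between replicate pairs. It came closest to the paper's without untreated replicate 1, with r = -0.777. The slope of FPKM on G + C content was 0.0394 in untreated and 0.0282 in Supt4h-KD cells, against the paper's 0.0502 and 0.0328. Both slopes differed from the paper's by more than their SD between replicates, 0.00881 and 0.000764. The drop of the slope, 28.5% against the paper's 35%, differed by less than its SD of 14.4.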

Other observations

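Among the tests in this part, that of genes at 0 counts and that of marker genes of all lengths were chosen only after the result was seen.

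Genes that the paper discusses for repeat expansions were measured here over their whole bodies. HTT (chromosome 4 of GRCh37, 3076408 to 3245684) had an ESKOR of -0.11, with -0.059 in replicate pair 1 and -0.15 in pair 2 (adjusted p = 0.447 from edgeR's quasi-likelihood test), and its log2 fold change was -0.078 in edgeR and -0.071 with a G + C offset. C9orf72 (chromosome 9, 27546544 to 27573479) had an ESKOR of 0.14, with 0.11 and 0.16 in the pairs (adjusted p = 0.188 from edgeR). Its log2 fold change was 0.16 in edgeR, 0.0092 with a G + C offset and 0.0096 with a replicate block and the offset, and its adjusted p over the alternatives ranged from 0.132 to 0.956. NOP56 (chromosome 20, 2633278 to 2639039) had an ESKOR of 0.089, with 0.22 and -0.030 in the pairs (adjusted p = 0.375 from edgeR). Its log2 fold change was 0.12 in edgeR and 0.19 with a G + C offset (adjusted p = 0.0296 from edgeR), and with a replicate block and the offset the adjusted p from edgeR was 0.0219, while over all the alternatives it ranged from 0.0219 to 0.566. SUPT5H (chromosome 19, 39936222 to 39967310) had an ESKOR of -0.067, with 0.073 and -0.20 in the pairs (adjusted p = 0.773 from edgeR), and its log2 fold change changed sign from -0.038 to 0.041 with a G + C offset. The allele of a read was not analysed here.

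The lower ESKOR of longer genes at similar G + C content was set against the difference between the untreated libraries. In log2 untreated replicate 1 over untreated replicate 2, the difference between the longest and shortest genes was 0.023, 0.020 and 0.020 at 45 to 50%, 50 to 55% and 55 to 60% G + C. This came to -49.3%, -39.2% and -28.7% of the ESKOR differences. The difference in median G + C content between the longest and shortest genes was -0.574, -0.820 and -0.796 percentage points in these ranges, which alone gives this ratio a positive difference, so the test could not decide on a G + C bias that differs between libraries of one condition. After ESKOR was adjusted for G + C content within each range, the differences were -0.053, -0.060 and -0.072, further below 0 than without the adjustment, so a linear dependence on gene-body G + C content within the ranges did not account for them. Other biases with gene length were not tested, and an effect of the knockdown on longer genes could not be told apart from those with 2 libraries per condition.

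In the count table, 3698 genes had 0 counts in all 4 libraries. Among genes with a matched annotation, 59.6% of the 1717 genes wholly covered by other listed genes were at 0, against 2.62% of the 15515 genes with no overlap, a 22.8-fold difference in share. Reads in overlapping genes may have been left out at counting, and SUPT4H1 is among the wholly covered genes. No biological explanation was tested.

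PAX3 and other developmental genes were among the largest changes, and a difference in differentiation state between the cultures was tested with lists of marker genes. Among the filtered genes the test was void, since only 47.4% of the neural progenitor list and 57.1% of the neural crest list had a value, although the neural progenitor list had a median at percentile 100 of 10000 random lists matched on mean occupancy. Over genes of all lengths with at least 20 counts in each library, the neural crest list had a median G + C-adjusted ESKOR of 0.15, higher in 12 of 13 genes, at percentile 99.99 of the random lists (96.3 in replicate pair 1 and 100 in pair 2). The neural progenitor list was at percentile 97.5, but its median was -0.047 in pair 1 and 0.15 in pair 2. This list holds a gene under 2 names, ZBTB16 and the older PLZF, and its length counts both. The pluripotent stem cell list was at percentile 60.9. In untreated replicate 2 over replicate 1 the neural crest list was at percentile 3.67, so untreated replicate 2 was lower than replicate 1 for these genes. A difference in differentiation state between the cultures may contribute to these changes, and with 2 libraries per condition it could not be told apart from an effect of the knockdown. More libraries of the same knockdown clone would not separate them either, since a difference between the clone and untreated cells goes along with the knockdown.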
